# Natural compounds ursolic acid and digoxin exhibit inhibitory activities to cancer cells in RORγ-dependent and -independent manner

**DOI:** 10.3389/fphar.2023.1146741

**Published:** 2023-04-26

**Authors:** Hongye Zou, Yatian Yang, Hong-Wu Chen

**Keywords:** ursolic acid, digoxin, RAR-related orphan receptor gamma (RORγ), prostate cancer, breast cancer, context-dependent, natural products (NP)

## Abstract

Natural compounds ursolic acid (UA) and digoxin isolated from fruits and other plants display potent anti-cancer effects in preclinical studies. UA and digoxin have been at clinical trials for treatment of different cancers including prostate cancer, pancreatic cancer and breast cancer. However, they displayed limited benefit to patients. Currently, a poor understanding of their direct targets and mechanisms of action (MOA) severely hinders their further development. We previously identified nuclear receptor RORγ as a novel therapeutic target for castration-resistant prostate cancer (CRPC) and triple-negative breast cancer (TNBC) and demonstrated that tumor cell RORγ directly activates gene programs such as androgen receptor (AR) signaling and cholesterol metabolism. Previous studies also demonstrated that UA and digoxin are potential RORγt antagonists in modulating the functions of immune cells such as Th17 cells. Here we showed that UA displays a strong activity in inhibition of RORγ-dependent transactivation function in cancer cells, while digoxin exhibits no effect at clinically relevant concentrations. In prostate cancer cells, UA downregulates RORγ-stimulated AR expression and AR signaling, whereas digoxin upregulates AR signaling pathway. In TNBC cells, UA but not digoxin alters RORγ-controlled gene programs of cell proliferation, apoptosis and cholesterol biosynthesis. Together, our study reveals for the first-time that UA, but not digoxin, acts as a natural antagonist of RORγ in the cancer cells. Our finding that RORγ is a direct target of UA in cancer cells will help select patients with tumors that likely respond to UA treatment.

## 1 Introduction

Natural products isolated from plants or microorganisms are excellent sources for novel drug discovery (Lin et al., 2020; Atanasov et al., 2021). These naturally active products have relatively high oral bioavailability, special biological activities and known insights of safety and efficacy. Among the natural products, ursolic acid (UA) and digoxin have been reported to possess anti-cancer activity by disrupting multiple signaling pathways. UA is a pentacyclic triterpenoid presented in plants, fruits and herbs, including apple, basil and rosemary. It can inhibit NF-κB and STAT3 signaling (Shanmugam et al., 2011b; Shanmugam et al., 2012), and activate JNK-mediated apoptosis (Zhang et al., 2010b) in prostate cancer cells and tumors. UA also downregulates STAT3 (Sathya et al., 2014) and FoxM1 (Wang et al., 2012) signaling pathways in breast cancer cells. Digoxin can be isolated from foxglove plant. It potently inhibits the sodium potassium adenosine triphosphatase (Na+/K + ATPase) and is clinically used for heart diseases, including atrial fibrillation and heart failure. Recent studies suggest that digoxin can display anti-proliferation activity in cells of prostate cancers and breast cancers (Platz et al., 2011; Busonero et al., 2020). Both UA and digoxin have been evaluated in ongoing or completed clinical trials for treatment of several types of cancer. However, their direct targets in cancer cells and tumors remained unclear.

UA has been reported as an inhibitor of amyloid *β* interaction with its receptor CD36 (Wilkinson et al., 2011). Largely based on results from reporter gene assays, UA was also characterized as modulators of members of the nuclear receptor (NR) family of transcription factors, specifically as agonist of PPARα (Jia et al., 2011), and antagonist of LXRα (Lin et al., 2018) and RORγt, a T cell-specific isoform of RORγ (Xu et al., 2011). UA strongly reduces IL-17 expression in naïve CD4^+^ T cells and blocks the differentiation of T helper 17 (Th17) cells. Interestingly, UA does not appear to modulate the function of RORα, which is another member of the ROR subfamily of NR. In an early search for modulators of RORγt, digoxin was also shown to possess antagonistic activities to RORγt in Th17 cells (Huh et al., 2011). Thus, UA and digoxin are the two major natural compounds that were identified as modulators of RORγt in the early studies (Huh et al., 2011; Xu et al., 2011).

Recently, in search for alternative therapeutic targets for advanced cancer, RORγ in tumor cells was identified to play a critical role in tumor progression in certain types of cancer (Zou et al., 2022a), including castration-resistant prostate cancer (CRPC) (Wang et al., 2016; Wang et al., 2020; Zheng et al., 2020; Zhang et al., 2021), triple-negative breast cancer (TNBC) (Cai et al., 2019; Zou et al., 2022b), small cell lung carcinoma (SCLC) (Chen et al., 2022) and pancreatic ductal adenocarcinoma (PDAC) (Lytle et al., 2019). In CRPC tumors and cells, RORγ directly activates androgen receptor (AR) expression and AR signaling (Wang et al., 2016; Zheng et al., 2020; Zhang et al., 2021). In TNBC cells and tumors, RORγ acts as a master activator of tumor cholesterol biosynthesis program (Cai et al., 2019; Zou et al., 2022b). Pharmacological and genetic inhibition of RORγ strongly block prostate cancer (PCa) and TNBC cell growth and metastasis, suggesting that RORγ is a novel therapeutic target for cancer (Wang et al., 2016; Cai et al., 2019; Wang et al., 2020; Zheng et al., 2020; Zhang et al., 2021; Zou et al., 2022b).

Although a large number of synthetic, small-molecule modulators of RORγ/RORγt have been identified (Pandya et al., 2018; Zou et al., 2022a), few studies made a direct comparison of their activities. Recently, it was reported that structurally distinct, small-molecule modulators can display large differences in their activities in altering the function of RORγ/RORγt in control of its target gene expression (Zou et al., 2022b). Here we examined the activities of UA and digoxin in cells of PCa and TNBC where the function of RORγ is relatively defined (Wang et al., 2016; Cai et al., 2019). We found that UA but not digoxin disrupted the previously defined, RORγ-targeted gene programs. Our results demonstrate that UA, not digoxin, acts as a natural antagonist of RORγ in PCa and TNBC cells.

## 2 Materials and methods

### 2.1 Cell culture

C4-2B, 22RV1, LNCaP, PC3 and HCC70 cells were cultured in RPMI1640 (Corning) supplemented with 10% FBS. DU145 and MDA-MB-468 cells were cultured in DMEM (Corning) supplemented with 10% FBS. Cells were grown at 37 °C in 5% CO2 incubators. Cells were obtained from ATCC and were regularly tested being negative for *mycoplasma*.

### 2.2 Chemicals

XY018 (purity >99%) was synthesized by WuXi AppTec. Ursolic acid (purity >95%) and digoxin (purity >98%) were purchased from Cayman.

### 2.3 Cell viability, proliferation and colony formation

For cell viability, cells were seeded in 96-well plates at 1000–2000 cells per well in a total volume of 100 µl of media. After 4 days of incubation of compounds, Cell-Titer Glo reagents (Promega) were added, and luminescence was measured on Varioskan™ LUX multimode microplate reader (Thermo Scientific), according to the manufacturer’s instructions. All experimental points were set up in triplicate, and the entire experiments were repeated three times. The estimated *in vitro* IC_50_ values were calculated by using GraphPad Prism 9 software. For cell proliferation, cells were seeded in 6-well plates at 2 × 10^5^ per well and treated as indicated. Total viable cell numbers were counted using Countess™ II Automated Cell Counter (Invitrogen). For colony formation assay, 500 cells were seeded in a well of 6-well plate and cultured for 21 days with the medium changing every 5 days. When the cell clone grew visible, the medium was removed, and the cells were fixed with 10% formalin for 10 min. The plated were washed with PBS for two times, and cell colonies were stained with 0.2% crystal violet (in 10% formalin) for 30 min. The above assays were performed in duplicates, and the entire experiments were repeated three times.

### 2.4 Luciferase reporter gene assay and plasmid transfection

Transient transfection and reporter-gene assays were performed as previously described with modification (Zou et al., 2022b). Briefly, cells were co-transfected with pLX304-RORγ or empty vector and 7 X RORE reporter plasmid using lipofectamine 3,000 (Cat. L3000015, Invitrogen). Renila plasmid was co-transfected for normalization. After 12 h of incubation, cells were treated with vehicle or different compounds as indicated for another 24 h. The luciferase activity was analyzed using Dual-Glo Luciferase Assay System (Promega) on Varioskan™ LUX multimode microplate reader (Thermo Scientific), according to the manufacturer’s instructions. All transfections were performed at least in triplicate, and each experiment was repeated three times.

### 2.5 qRT- PCR and western blotting analysis

Total RNA was isolated from cells using TRIzol™ Reagent (Cat. 15596018, Invitrogen). The cDNA was prepared using qScript™ cDNA SuperMix (Cat. 95048-100, QuantaBio). Quantitative PCR were performed as previously described with modification (Yang et al., 2012). Briefly, cDNAs were mixed with SYBR Green qPCR master mix (Cat. A25742, Applied Biosystems) and gene specific primers. The PCR were performed using the CFX96 Real-Time PCR Detection System (Bio-Rad). The fluorescent values were collected, and fold difference was calculated. *GAPDH* was used as the internal reference to normalize the relative level of each transcript. The experiments were performed at least three times. Primers are listed in Supplementary Table S1.

After cells were lysed, protein concentrations were measured and adjusted using DC™ Protein Assay Kit II (Cat. 5000112, Bio-Rad). Proteins were separated by SDS-PAGE gel and transferred onto PVDF membranes (Cat. IPVH00010, MilliporeSigma). Membranes were incubated with indicated primary antibodies at 4°C overnight and then subjected to second antibody incubation. Antibody-recognized proteins were visualized using ChemiDoc™ MP imaging system (Bio-Rad) after incubation with HRP substrate (Cat. WBLUR0500, MilliporeSigma). Antibodies used are shown in Supplementary Table S2.

### 2.6 RNA-seq and bioinformatics analysis

HCC70 cells were treated as indicated before RNA extraction. RNA-seq libraries from 1 µg total RNA were prepared and validated as previously described (Yang et al., 2012). Sequencing was performed on an Illumina HiSeq 2000 Sequencer at BGI Tech (Hong Kong). The FASTQ-formatted sequence data were analyzed using a standard BWA-Bowtie-Cufflinks workflow. Briefly, sequence reads were aligned to the reference human genome assembly (hg38) with BWA and Bowtie software. Subsequently, the Cufflinks package (Trapnell et al., 2010). Was applied for transcript assembly and quantification gene expression. To avoid spurious fold levels due to low expression values, only subsets of genes that have expression value of RPKM (reads per kilobase per million mapped reads) or FPKM (fragments per kilobase of exon model per million mapped reads) above 1 for either the vehicle treated cell, or the compound treated cells are included. GSEA was performed using the Java desktop software (http://www.broadinstitute.org/gsea) as described previously (Subramanian et al., 2005). Genes were ranked according to the shrunken limma log_2_ fold changes and the GSEA tool was used in ‘pre-ranked’ mode with all default parameters. Previous reported AR-activity signature genes (Asangani et al., 2014) were used in the GSEA analysis.

### 2.7 ChIP-seq data analysis

ChIP-seq assay was performed as previously described (Cai et al., 2019).

Fastq files from the ChIP-seq were processed by the pipeline of AQUAS Transcription Factor and Histone (https://github.com/kundajelab/chipseq_pipeline). Briefly, sequencing tags were mapped against the *Homo sapiens* (human) reference genome (hg19) by using BWA 0.7.1551. Uniquely mapped tags after filtering and deduping were used for peak calling by model-based analysis for ChIP-Seq (MACS; 2.1.0) to identify regions of enrichment over background. Normalized genome-wide signal-coverage tracks from raw-read alignment files were built by MACS2, UCSC tools (bedGraphToBigWig/bedClip; http://hgdownload.cse.ucsc.edu/admin/exe/linux.x86_64/), and bedTools (https://github.com/arq5x/bedtools2). Visualization of the ChIP-seq signal at enriched genomic regions (avgprofile and heatmap) was achieved by using deepTools (https://deeptools.readthedocs.io/en/develop/index.html).

### 2.8 Statistical analysis

Cell culture-based experiments were performed three times or more, with assay points triplicated. The data are presented as mean values ±SD. Statistical analyses were performed by GraphPad Prism software 9.

## 3 Results

### 3.1 Ursolic acid (UA) and digoxin differs in effectiveness of killing cancer cells

To compare the anti-growth and -survival activities in cancer cells of UA and digoxin with synthetic RORγ inhibitors, we included XY018, which was characterized in its activity in antagonizing the function of RORγ in control of gene programs in the cancer cells and tumors (Wang et al., 2016; Cai et al., 2019; Chen et al., 2022). In the PCa and TNBC cells, UA displayed slightly weaker but comparable inhibitory activity in modulating cell growth and survival when compared to XY018. Specifically, XY018 displayed an IC_50_ of 2–6 µM in the two PCa cell lines (C4-2B and 22RV1) and the two TNBC cell lines (HCC70 and MDA-MB-468), while UA showed an IC_50_ of 7–10 µM for the same cell models. On the other hand, Digoxin displayed an IC_50_ in the sub-micromolar range for both PCa and TNBC cells with IC_50_ values over 50 fold lower than those of XY018 in the PCa cells (Figure 1A). Similar differences in their effectiveness were observed in assays of cell numeration and cell survival/colony formation assay (Figures 1B,C).

**FIGURE 1:**
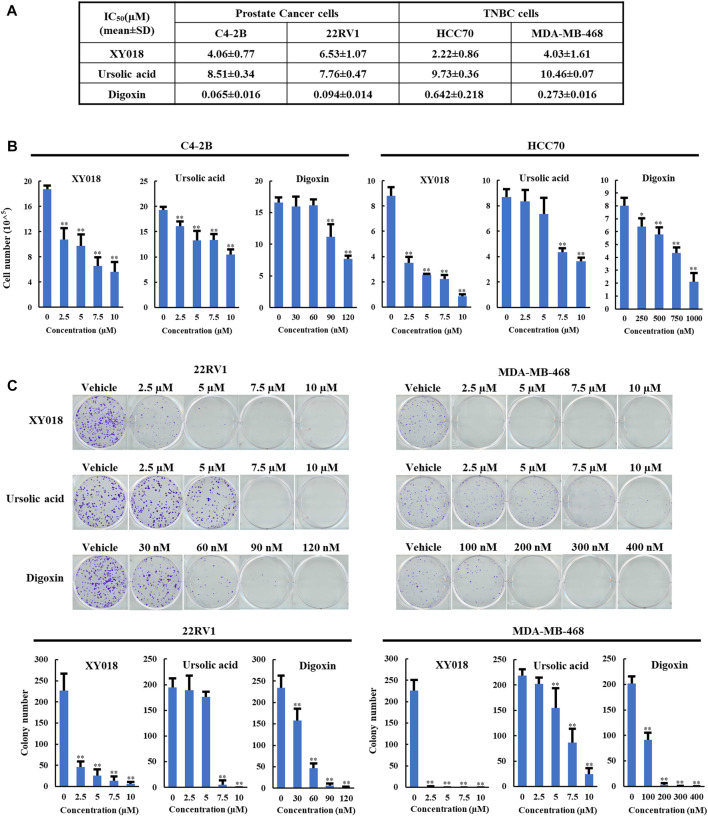
UA and digoxin display different effectiveness in inhibition of cancer cell growth when compared to synthetic RORγ antagonist XY018. **(A)**. The growth inhibition IC_50_ (μM) for synthetic RORγ antagonist XY018, natural RORγ antagonists ursolic acid and digoxin in indicated PCa and TNBC cell lines treated for 4 days. **(B)**. C4-2B and HCC70 cells were treated by different RORγ antagonists as indicated. Viable cells were counted after 4 days. Data are shown as mean ± SD. *n* = 3. Student’s t-test. *p < 0.05, **p < 0.01. **(C)**. 22RV1 and MDA-MB-468 cells were treated by different RORγ antagonists as indicated. Fourteen days later, representative images of colony formation were taken (top) and colonies were counted (bottom). Data are shown as mean ± SD. n ≥ 3. Student’s t-test. **p < 0.01.

### 3.2 UA but not digoxin blocks transactivation activity of RORγ in cancer cells

To examine whether the anti-growth effects of UA and digoxin is associated with their inhibition of RORγ functions in cancer cells, we performed luciferase reporter assay in different cancer cells. In PCa (C4-2B and 22Rv1) and TNBC cells (HCC70), UA diminished the RORγ-dependent activation of the reporter in a concentration-dependent manner (Figure 2A). Specifically, more than 70% inhibition of its transactivation was observed when cells were treated with 1 µM UA. However, no significant inhibitory effect was observed when cells were treated with digoxin (Figure 2A) at concentrations that display potent cell growth inhibition as shown in Figure 1. Additionally, the protein expression of RORγ remained unchanged when cells were treated with UA or digoxin (Figure 2B). Together, these data suggest that UA and digoxin may inhibit cancer cell growth through RORγ-dependent and -independent mechanisms.

**FIGURE 2:**
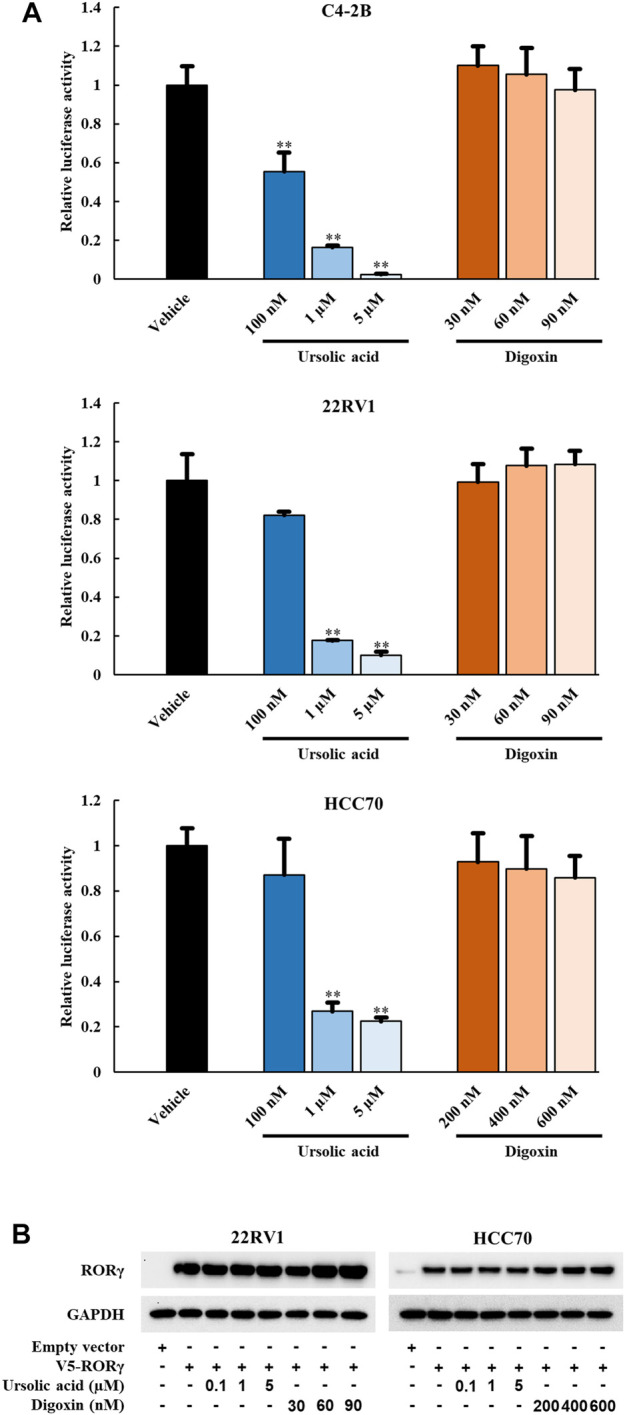
UA but not digoxin blocks transactivation function of RORγ in PCa and TNBC cells. **(A)** 7X-RORE luciferase reporter activity changes by treatment of ursolic acid or digoxin in C4-2B (top), 22RV1 (middle) or HCC70 (bottom) cells for 24 h. Normalized luciferase activity from cells treated with vehicle and transfected with RORγ-expressing plasmid were set as 1. Data are shown as mean ± SD. n ≥ 3. Student’s t-test. **p < 0.01. **(B)**. Immunoblotting of 22RV1 and HCC70 cells transfected with V5-RORC expression vector. Twelve hours after transfection, cells were treated with UA or digoxin at indicated concentration for another 24 h.

### 3.3 UA but not digoxin disrupts RORγ-mediated AR expression and AR signaling

In our previous studies, we demonstrated that RORγ directly activates AR gene expression and that synthetic RORγ antagonists reduce the expression of AR and its variant AR-V7 and AR-controlled gene programs in PCa cell lines and tumors (Wang et al., 2016; Zhang et al., 2021). To further examine whether the anti-growth effect of UA in PCa is through RORγ, we performed RNA-seq analysis of C4-2B cells treated by 10 µM UA. 

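C4-2B is a line derived from LNCaP prostate cancer cells that grows with little androgen. Its RNA was sequenced after 24 and 48 h with 10 µM UA or 100 nM digoxin, and each treated library has a vehicle library of the same series and time, which makes 8 libraries in 2 series. There is 1 library per condition in the whole RNA-seq data set, so values are given without an error or a p-value, and a treated library is called higher or lower than its vehicle. How far untreated libraries lie apart is given by vehicle at 48 h over vehicle at 24 h, which includes the effect of time. The methods describe library preparation from 1 µg of total RNA and sequencing on a HiSeq instrument for HCC70 cells. The processing notes of the deposited files name BWA, Bowtie, Cufflinks and hg38 for every library. The values are FPKM written to 2 decimals. The UA-series files give the unit as FPKM, while the digoxin-series files name no unit and were taken as FPKM from the methods and the size of the values. Read totals are not given, and the steps of low values put the depth of all 14 libraries at about 13900000 to 16100000 fragments, a rough estimate. The UA-series files list 35069 Ensembl gene IDs and the digoxin-series files 26237, with 26112 in both. From 11586 to 12169 genes were above 1 FPKM in a library. The 10 genes with the highest FPKM, mostly mitochondrial, held 35.1 to 39.2% of the summed FPKM in UA-series libraries and 22.8 to 31.0% in digoxin-series libraries. Values of a symbol with several IDs were summed, genes above 1 FPKM in the treated or the vehicle library were kept as in the methods, and the log2 ratio is log2 of treated over vehicle after adding 0.1 FPKM to each. With UA, 156 of 12227 genes were higher and 129 lower by at least 2-fold at 24 h, and 217 and 128 of 12422 at 48 h. With digoxin 302 were higher and 222 lower of 11902 genes at 24 h, and 330 and 420 of 12244 at 48 h. The vehicles at 48 h over 24 h had 182 genes higher and 117 lower in the UA series, and 459 and 83 in the digoxin series. The vehicles of the 2 series differed by more than this, with 500 genes higher and 734 lower in the digoxin series at 24 h and 1357 and 720 at 48 h, so each treatment is compared with its own series. With UA 35 genes were higher by 2-fold at both times (1.45 by chance), 15 lower at both (0.552 by chance) and 22 past 2-fold in opposite directions. With digoxin these numbers were 71 (6.20 by chance), 52 (4.22 by chance) and 21, and the log2 ratios of 24 and 48 h had a Pearson r of 0.19 for UA and 0.41 for digoxin. Chance numbers here and below take every gene as equally likely to pass 2-fold, and none was computed for opposite directions.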

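Genes that androgen induces were mostly lower in UA-treated C4-2B cells than in their vehicle at both times. TRPM8, an ion channel gene of prostate epithelium, fell from 24.6 to 13.4 FPKM at 24 h (log2 ratio −0.87) and from 29.7 to 17.5 at 48 h (−0.76). The membrane protease gene TMPRSS2 lay at −0.27 and −0.32. Of a list of 32 androgen-induced genes from general knowledge, 29 were expressed at 24 h, and 26 of these were lower and 3 higher, with a median log2 ratio of −0.19. At 48 h 25 of 30 genes were lower, with a median of −0.22. The changes were small: 5 genes at 24 h and 4 at 48 h were lower by at least 1.5-fold, and no gene of the list was higher by as much. The highest values were those of the cytokine receptor gene LIFR at 24 h (0.34) and the methyltransferase gene NNMT at 48 h (0.41), and the lowest at 48 h was the prostaglandin receptor gene PTGER4 (1.41 to 0.43 FPKM, −1.51). Both medians lay below those of all 10000 random lists of equal size matched on expression, 95% of which had medians from −0.10 to 0.033 at 24 h and from −0.088 to 0.061 at 48 h. The vehicle of the UA series moved the same list by −0.076 between 24 and 48 h. On all genes ranked by log2 ratio, the running-sum enrichment score divided by the mean score of random lists with the same sign was −1.87 at 24 h and −1.92 at 48 h. A wider androgen response list gave medians of −0.066 and −0.10 and enrichment ratios of −0.98 and −1.40, and neither list is the signature of Asangani et al., whose members the paper does not list. Against the digoxin-series vehicle the first list was not lower at 24 h, with a median of 0.042, nor were TRPM8 (0.053) and TMPRSS2 (0.20).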

Gene-set enrichment analysis (GSEA) showed that an AR target gene signature gene set (Asangani et al., 2014) was significantly disrupted by UA treatment at 24 and 48 h (Figure 3A, top panels). In contrast, 48 h of digoxin treatment significantly enhanced the expression of the AR target gene signature (Figure 3A bottom right panel. Indeed, although some of the previously classified androgen-induced genes such as *KLK2* and *KLK3* (Asangani et al., 2014) were inhibited by both UA and digoxin treatment, *AR* and other AR-regulated genes like *FKBP5* were downregulated by UA while upregulated by digoxin treatment (Figure 3B). 

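In digoxin-treated C4-2B cells the androgen-induced genes went both ways. At 48 h 16 of 30 were higher and 14 lower than the vehicle, and 5 were higher and 3 lower by at least 1.5-fold. The transcription factor gene MAF rose from 1.52 to 3.72 FPKM (log2 ratio 1.24, but −0.40 against the UA-series vehicle), while TRPM8 fell from 18.8 to 9.59 (−0.97). TMPRSS2 was at 0.85 at 24 h and 0.019 at 48 h. The median of the list was 0.034 at 24 h, where again 16 genes were higher and 14 lower, and 0.014 at 48 h. These medians lay at percentiles 5.3 and 35.8 of matched random lists, and the enrichment ratios were −0.75 and 1.00. Among genes of the wider androgen response list the largest rise at 48 h was that of the kinase gene SGK1, from 1.65 to 9.19 FPKM (2.41). The wider list had medians of 0.10 and 0.060 and enrichment ratios of 0.97 and 1.3. The median of all genes in the digoxin comparison at 24 h was itself 0.12, and relative to it the 2 lists lay at −0.085 and −0.014. The digoxin-series vehicle moved the androgen-induced list by 0.083 between 24 and 48 h, and with the UA-series vehicle in its place the enrichment ratio at 48 h was −1.38 (median 0.048). With the digoxin-series vehicle of 24 h in its place, a comparison added after the result was seen, the median at 48 h was 0.19.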

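KLK2 was lower than the vehicle with both compounds at both times, and FKBP5 was lower with UA at both times and higher than its vehicle with digoxin at 48 h. KLK2 (ENSG00000167751, chromosome 19, 50861568 to 50880567, hg38, GENCODE v44) encodes a secreted protease of the prostate and went from 436 to 321 FPKM with UA at 24 h (log2 ratio −0.44) and from 451 to 387 at 48 h (−0.22). With digoxin it went from 205 to 137 at 24 h (−0.58) and from 247 to 114 at 48 h (−1.11). KLK3 (ENSG00000142515, chromosome 19, 50854915 to 50860764), the gene of prostate-specific antigen, went from 1207 to 989 FPKM with UA at 24 h (−0.29) and from 1212 to 1097 at 48 h (−0.14). With digoxin KLK3 rose from 1484 to 1917 at 24 h (0.37) and was at 1971 and 1802 at 48 h (−0.13). FKBP5 (ENSG00000096060, chromosome 6, 35573585 to 35728583), which encodes a co-chaperone of steroid receptors, went from 125 to 96.9 FPKM with UA at 24 h (−0.37) and from 107 to 85.4 at 48 h (−0.32). With digoxin FKBP5 was at 112 and 102 at 24 h (−0.13) and at 78.7 and 104 at 48 h (0.40), so that the digoxin libraries of the 2 times lie close and their vehicles apart. Against the vehicle of the other series KLK2 was higher with UA (0.65 at both times), KLK3 higher with digoxin at 48 h (0.57), and FKBP5 at 48 h was at 0.12 with UA and −0.041 with digoxin. From lower expression of genes that androgen induces with UA the paper proposes that UA inhibits RORγ in these cells. Because other such genes rose with digoxin, it argues against digoxin being a RORγ antagonist there.

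**Figure D1:**
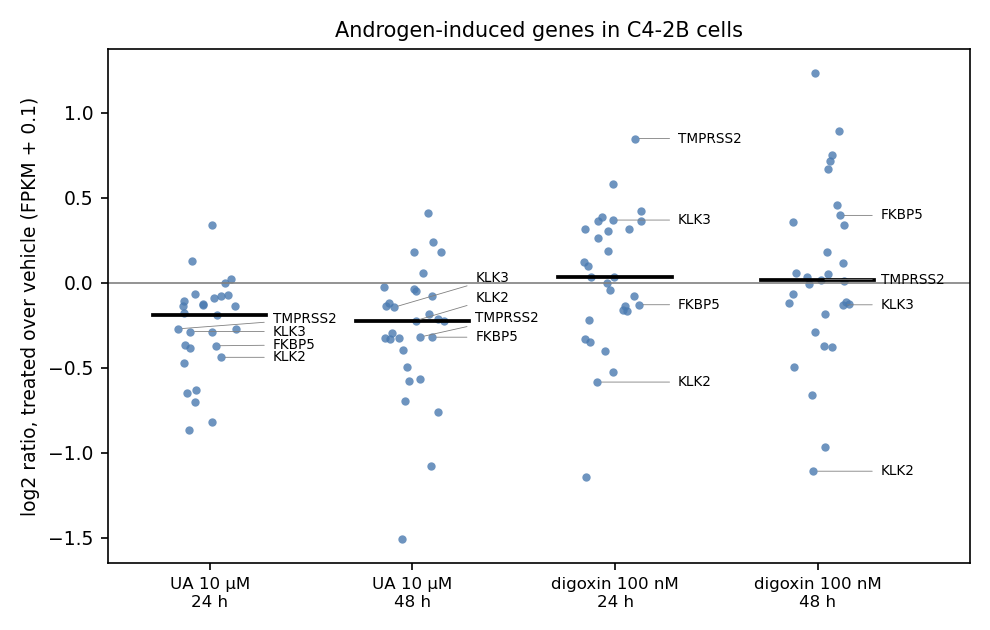
Log2 ratios of treated over vehicle for androgen-induced genes in C4-2B cells, 1 dot per gene. Black bars are medians; the 24 h digoxin median falls below 0 when ratios are centred on the median of all genes.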

Consistent with RNA-seq analysis, UA reduced protein expressions of AR and its variant AR-V7 in C4-2B and 22RV1 cells. Conversely, digoxin treatment had no effects or slightly increased AR expression in C4-2B or 22RV1 cells, respectively (Figure 3C).

**FIGURE 3:**
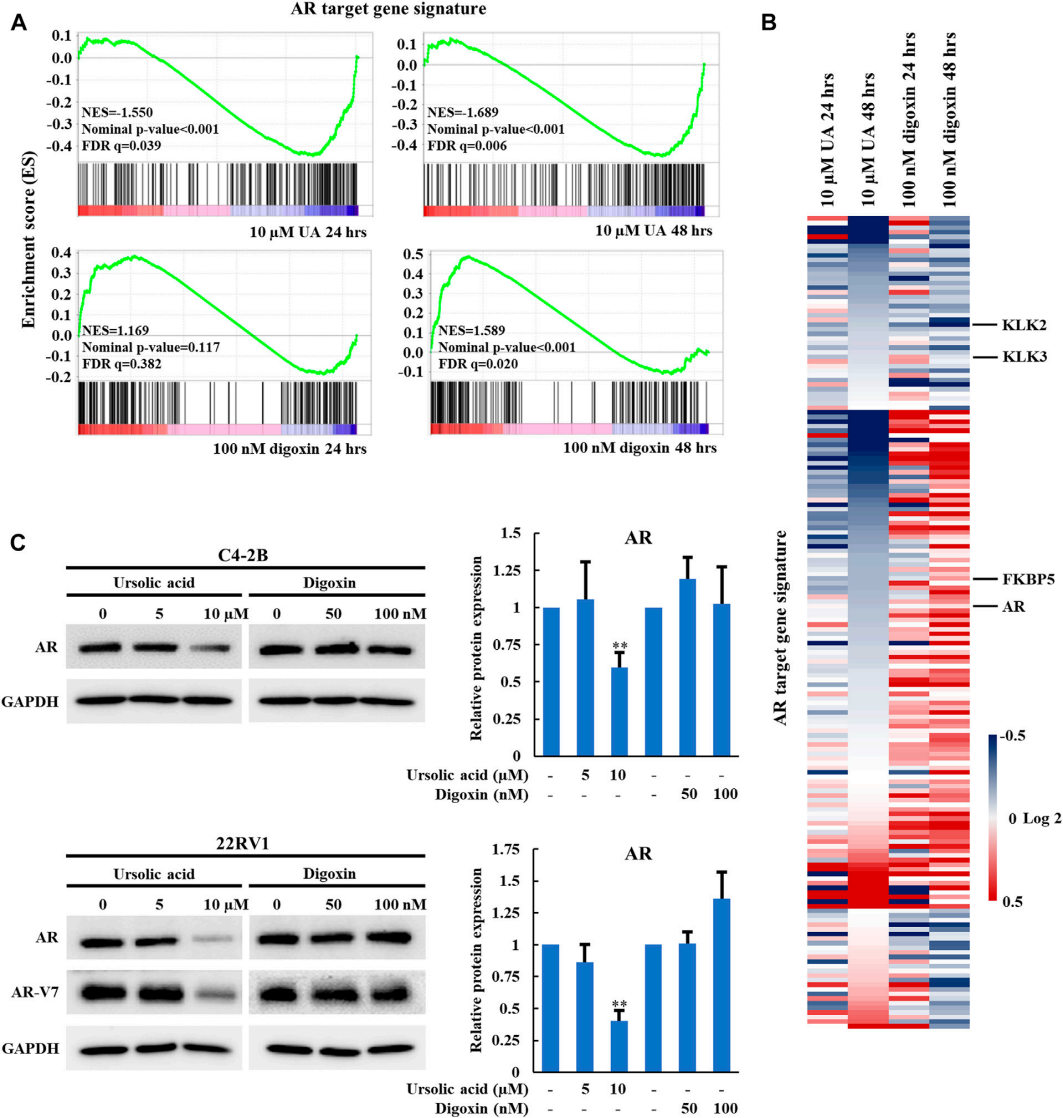
UA but not digoxin inhibits AR expression and AR-signaling in PCa cells. **(A)**. GSEA of the AR signaling pathway in C4-2B cell treated with UA (10 µM) or digoxin (100 nM) for 24 or 48 h. NES, normalized enrichment score. FDR, false-discovery rate. **(B)**. Heat map display of fold changes (in log2) of AR-signature gene mRNA analyzed by RNA-seq in C4-2B cell treated with UA (10 µM) or digoxin (100 nM) for 24 or 48 h. **(C)**. Immunoblotting of AR (full length) in C4-2B cell, AR (full length) and AR-V7 in 22RV1 cell treated with UA or digoxin at indicated concentration for 48 h (left). Quantification of Western blotting (right). AR expressions were normalized to that of GAPDH. Data are shown as mean ± SD. *n* ≥ 3. Student’s t-test. **p < 0.01.

### 3.4 UA displays potent anti-proliferation activity in AR-positive but not AR-negative PCa cells

To further examine whether UA inhibits PCa cell growth through disrupting AR signaling, we compared the anti-cancer effects of UA and digoxin in AR-positive and -negative PCa cells. As expected, UA showed significant stronger inhibitory activity in AR-positive PCa cells compared to AR-negative PCa. Specifically, 5 and 7.5 µM of UA was sufficient to strongly inhibit AR-positive LNCaP and 22RV1 cell growth, while 10 µM of UA had little or no effect on AR-negative DU145 and PC3 cell proliferation (Figure 4A). In contrast, digoxin displayed similar anti-growth effects in both AR-positive and AR-negative PCa cell lines (Figure 4B). In line with the cell growth effects, UA treatment potently reduced the protein expressions of key cell proliferation genes, including C-MYC, Cyclin A, Cyclin D1 and Cyclin E in LNCaP, but not in AR-negative PCa cell lines (PC3 and DU145). Additionally, expressions of critical cell apoptosis genes including cleaved Caspase-3 and -7 were induced by UA treatment in LNCaP cell and not in PC3 and DU145 cells. (Figure 4C). On the other hand, digoxin downregulated expressions of key cell cycle genes in all 3 cell lines tested (Figure 4D). Together, these data suggest that the anti-cancer PCa cell growth effects of UA is through its inhibition of RORγ function in control of AR-signaling pathway.

**FIGURE 4:**
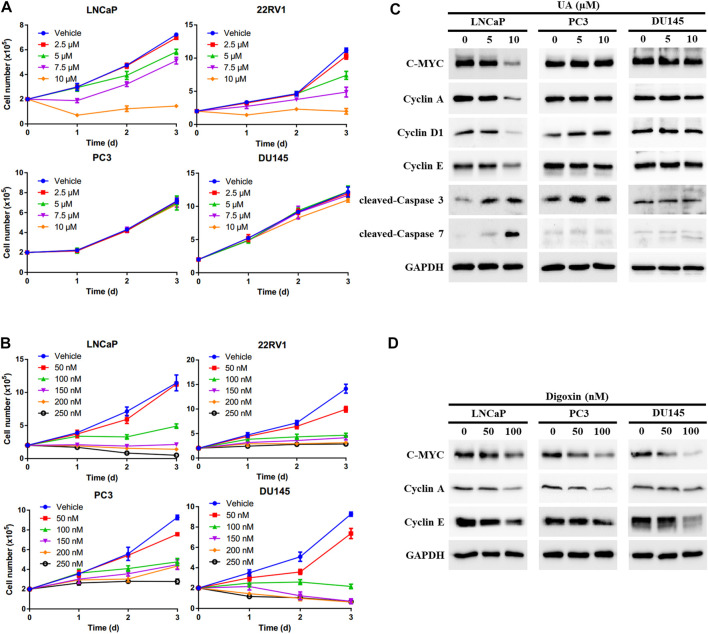
UA exhibits stronger inhibitory activity in AR-positive PCa compared with AR-negative PCa. (**A, B)** AR-positive PCa cells (LNCaP and 22RV1) and AR-negative PCa cells (PC3 and DU145) were treated by UA **(A)** or digoxin **(B)** at indicated concentrations. One, two and 3 days later, viable cells were counted. (**C, D)** AR-positive PCa cell (LNCaP) and AR-negative PCa cells (PC3 and DU145) were treated by UA **(A)** or digoxin **(B)** at indicated concentrations. Two days later, cells were harvested for Western blotting analysis of indicated proteins. Representative blots, *n* = 3.

### 3.5 UA not digoxin alters RORγ-controlled expression of cell cycle and apoptosis genes

To further elucidate the effects of UA on RORγ function in cancer cells, we analyzed RNA-seq data we obtained from TNBC cells treated by UA and our ChIP-seq data of RORγ genome occupancy in TNBC cells (Cai et al., 2019). 

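HCC70 is a line of triple-negative breast cancer, which lacks estrogen and progesterone receptors and HER2 amplification. The line was treated with vehicle, 5 µM UA or 10 µM UA for 24 or 48 h, 1 library for each, which makes 6 libraries. The files hold FPKM under a header that names this unit for 35069 gene IDs, and 11216 to 11627 genes were above 1 FPKM in each library. The 10 highest genes, again mostly mitochondrial, held 29.0 to 40.4% of the summed FPKM. Ratios were formed as for C4-2B cells, between each dose and the vehicle of the same time, and the doses were also compared with each other without the vehicle. No digoxin-treated HCC70 library is in the deposited files, so the digoxin and XY018 values of this part of the paper, measured by qPCR, have no counterpart here.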

Our analysis revealed a strong overlap between genes with altered expression by UA and genes that displayed RORγ ChIP-seq peaks. Specifically, 30.7% of genes downregulated by UA displayed reduced RORγ ChIP-seq peaks after the antagonist XY018 treatment (Figure 5A), whereas 33.3% of genes upregulated by UA had increased RORγ ChIP-seq peaks after XY018 treatment (Figure 5B). 

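UA at 10 µM changed many more genes in HCC70 cells than 5 µM did, above all at 48 h. At 10 µM and 48 h 807 of 11864 genes were higher and 1580 lower than the vehicle by at least 2-fold, which is 20.1% of the expressed genes. At 24 h the same dose had 241 genes higher and 205 lower of 11821. At 5 µM 131 were higher and 76 lower of 11815 genes at 24 h, and 132 and 145 of 11773 at 48 h, which is fewer than the 173 higher and 238 lower between the vehicles of 48 and 24 h. Between the doses, 203 genes were higher and 243 lower at 10 µM than at 5 µM at 24 h, and 559 and 1072 at 48 h. Genes that moved by 2-fold at both times with 10 µM numbered 135 higher (12.0 by chance) and 111 lower (20.5 by chance), with 17 in opposite directions, and with 5 µM 9 higher (0.757 by chance), 6 lower (0.364 by chance) and 26 opposite. At 5 µM the opposite genes outnumbered those of either direction, so the excess over chance does not by itself show a repeated response. The log2 ratios of 24 and 48 h had a Pearson r of 0.58 at 10 µM and −0.013 at 5 µM. The cytokine gene CXCL8 went from 47.1 to 185 FPKM at 10 µM and 24 h and from 23.2 to 1568 at 48 h (log2 ratios 1.98 and 6.07), the cytokine gene CSF2 from 0.09 to 36.8 at 48 h (7.60), and the cyclooxygenase gene PTGS2 from 72.9 to 283 and from 45.9 to 1030.1 (1.95 and 4.48). Keratin 4 (KRT4) fell from 26.5 to 5.72 and from 31.6 to 0.20 FPKM (−2.19 and −6.72) and the endoplasmic reticulum protein gene ERP27 from 33.2 to 14.5 and from 35.4 to 1.52 (−1.19 and −4.45). These genes are among those with the largest changes in 1 direction at both times. The median of all genes at 10 µM and 48 h was −0.20 (−0.12 for a trimmed mean), so values of that library can be read relative to it. The overlap with ChIP-seq peaks was not re-derived.

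**Figure D2:**
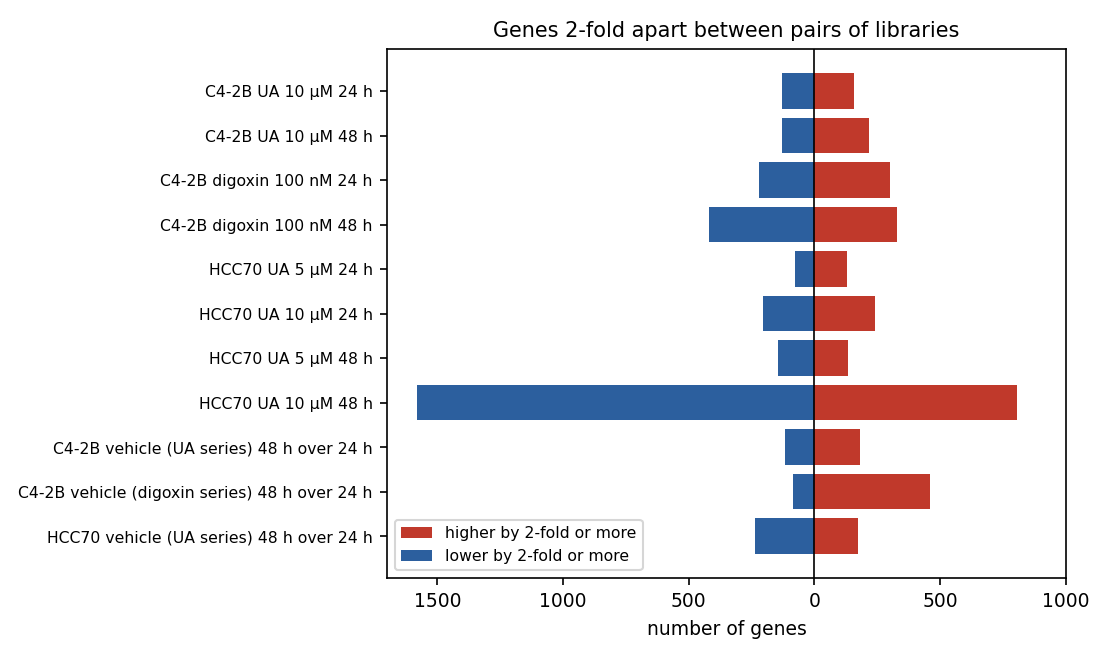
Numbers of genes at least 2-fold higher or lower, for each treatment against its vehicle and for vehicles of 48 h over 24 h.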

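Genes of DNA replication and cell division were lower in HCC70 cells with 10 µM UA, more so at 48 h than at 24 h. POLA1 (ENSG00000101868, X chromosome, 24693873 to 24996986, hg38), which encodes the catalytic subunit of DNA polymerase alpha, was at 2.63 FPKM in the 48 h vehicle and 1.13 with 10 µM UA (log2 ratio −1.15). At 24 h it was at 3.81 in the vehicle, 3.38 at 5 µM (−0.17) and 2.83 at 10 µM (−0.42). MCM6 (ENSG00000076003, chromosome 2, 135839626 to 135876443), a subunit of the replicative helicase, went from 16.6 to 7.76 FPKM at 10 µM and 48 h (−1.08) and from 19.4 to 15.3 at 24 h (−0.34). MKI67 (ENSG00000148773, chromosome 10, 128096659 to 128126423), the gene of the proliferation marker Ki-67, went from 41.5 to 10.9 FPKM at 48 h (−1.92) but from 42.4 to 40.3 at 24 h (−0.075), and at 5 µM it was at 48.3 at 24 h (0.19) and 32.5 at 48 h (−0.35). Of 48 replication and S phase genes from general knowledge, 47 were lower at 10 µM at both times, with medians of −0.26 and −1.04. MCM10 fell furthest at 48 h (−3.00), and the exceptions were RFC1 at 24 h (0.33) and CCNE1 at 48 h (0.23). At 5 µM the median of these genes was 0.041 at 24 h and −0.18 at 48 h. All 40 mitosis and G2/M genes were lower at 10 µM and 48 h (median −1.68, from −2.87 for KIF20A to −0.37 for CDC25B), and 36 of 40 at 24 h (median −0.27). The same genes had medians of 0.10 and −0.17 at 5 µM. Of the DNA repair genes 19 of 19 were lower at 10 µM and 48 h (median −1.17; RAD51AP1 −1.80) and 17 of 20 at 24 h (−0.26), with medians of 0.053 and −0.0018 at 5 µM. The vehicle itself was lower at 48 h than at 24 h for replication genes (−0.35), and less so for mitosis (−0.074) and repair genes (−0.21).

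**Figure D3:**
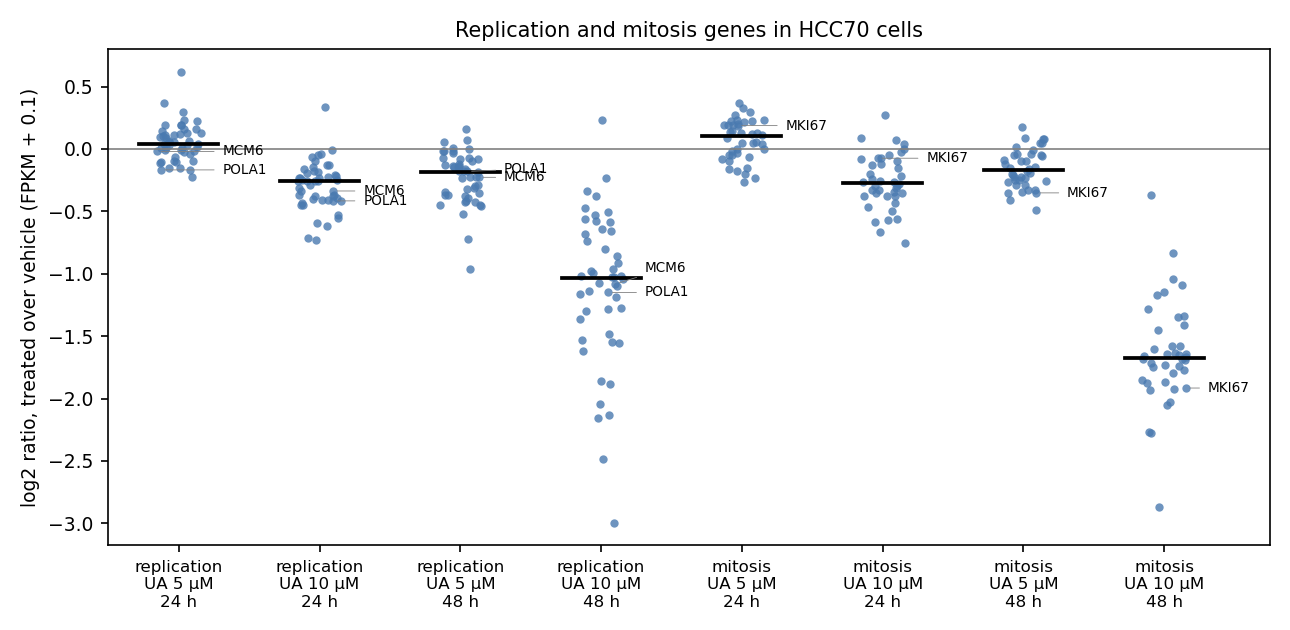
Log2 ratios of UA over vehicle in HCC70 cells for replication genes and for mitosis genes, 1 dot per gene. Black bars are medians.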

Gene ontology (GO) analysis of genes with both reduced expression and ChIP-seq peaks revealed that DNA replication and cell proliferation/division were among the most enriched programs with representative genes such as *POLA1, MCM6* and *MKI67* (Figures 5C,E, top panels). On the other hand, apoptotic process was one of the most enriched programs among genes being both UA-increased in expressions and XY018-increased in ChIP-seq peaks (e.g., *BNIP3, BMF* and *BIK*) (Figures 5D,E, bottom panels). 

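BNIP3, BMF and BIK, which encode BH3-containing proteins of the BCL2 family that promote cell death, were all higher in HCC70 cells with 10 µM UA. BNIP3 (ENSG00000176171, chromosome 10, 131967684 to 131981967) rose from 0.40 to 3.45 FPKM at 24 h (log2 ratio 2.83) and from 0.38 to 13.8 at 48 h (4.86), and was already higher at 5 µM, at 1.08 (1.24) and 1.61 FPKM (1.83). BMF (ENSG00000104081, chromosome 15, 40087890 to 40108892) rose from 5.21 to 10.9 at 24 h (1.05) and from 2.27 to 9.28 at 48 h (1.98). At 5 µM BMF was at 4.38 (−0.25) and 2.44 (0.10). BIK (ENSG00000100290, chromosome 22, 43110750 to 43129712) went from 15.6 to 19.9 FPKM at 24 h (0.35) and from 9.92 to 26.5 at 48 h (1.41) at 10 µM, and was at 15.2 (−0.041) and 13.1 (0.39) at 5 µM. BBC3, the gene of the p53-inducible protein PUMA, rose from 3.24 to 10.0 FPKM at 24 h (1.6) and from 1.73 to 20.9 at 48 h (3.52). BNIP3 is also a gene that low oxygen induces. In a list of 16 BH3-only and other pro-apoptotic genes from general knowledge, 11 of 15 expressed genes were higher at 10 µM and 24 h (median 0.18) and 10 of 16 at 48 h (0.41), where HRK was lowest (−1.91). At 5 µM its medians were 0.14 and 0.096, and the vehicle moved the list by −0.39 between 24 and 48 h.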

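The cell cycle genes of Figure 5E, except BRD7 at 24 h, were lower and its apoptosis genes higher with 10 µM UA at 24 and 48 h. All 12 cell cycle genes were lower at 48 h by at least 1.5-fold, from −0.66 for the kinase gene CDK8 to −1.92 for MKI67, with a median log2 ratio of −1.19. CDC25A, a phosphatase that drives entry into S phase, was at −0.59 at 24 h and −1.89 at 48 h, and the cyclin gene CCNE2 at −0.41 and −1.53. At 24 h 11 of the 12 were lower (median −0.28), BRD7 being higher (0.12), and BRD7 was at −0.68 at 48 h. At 5 µM 9 of 12 were higher at 24 h (median 0.16) and 11 lower at 48 h (−0.17). All 6 apoptosis genes were higher at 10 µM at 24 h (median 0.75) and at 48 h (1.70), when each was higher by at least 1.5-fold. The death-associated kinase genes DAPK2 and DAPK3 were at 0.31 and 0.46 at 24 h and at 1.33 and 1.38 at 48 h. At 5 µM the 6 genes had a median of −0.0026 at 24 h and 0.50 at 48 h. Compared directly with 5 µM, the 10 µM libraries were lower for all 12 cell cycle genes (medians −0.29 and −1.02) and higher for the apoptosis genes (0.86 and 1.45). Between 24 and 48 h the vehicle moved the 2 groups by −0.20 and −0.65. The study took the 18 genes from these libraries together with ChIP-seq peaks, so these libraries are not independent evidence of their direction. From this and the qPCR values of XY018 and digoxin, the paper proposes that UA, like XY018, alters direct targets of RORγ, and it reads the digoxin values as giving no backing to an action through RORγ in TNBC cells.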

Our further RNA-seq and qRT-PCR analyses showed that the mRNA expression of RORγ direct target genes involved in cell cycle/cell proliferation was reduced by both XY018 and UA, while genes involved in apoptosis were induced. In contrast, digoxin displayed either little or no effect at 24 h, or mostly activating effects at 48 h on those genes particularly those of the cell cycle/proliferation (Figure 5F). Together, the results suggest that like antagonist XY018, UA alters the expression of genes that are direct targets of RORγ whereas the effects of digoxin on gene expression in TNBC cells do not support the notion that digoxin acts through RORγ.

**FIGURE 5:**
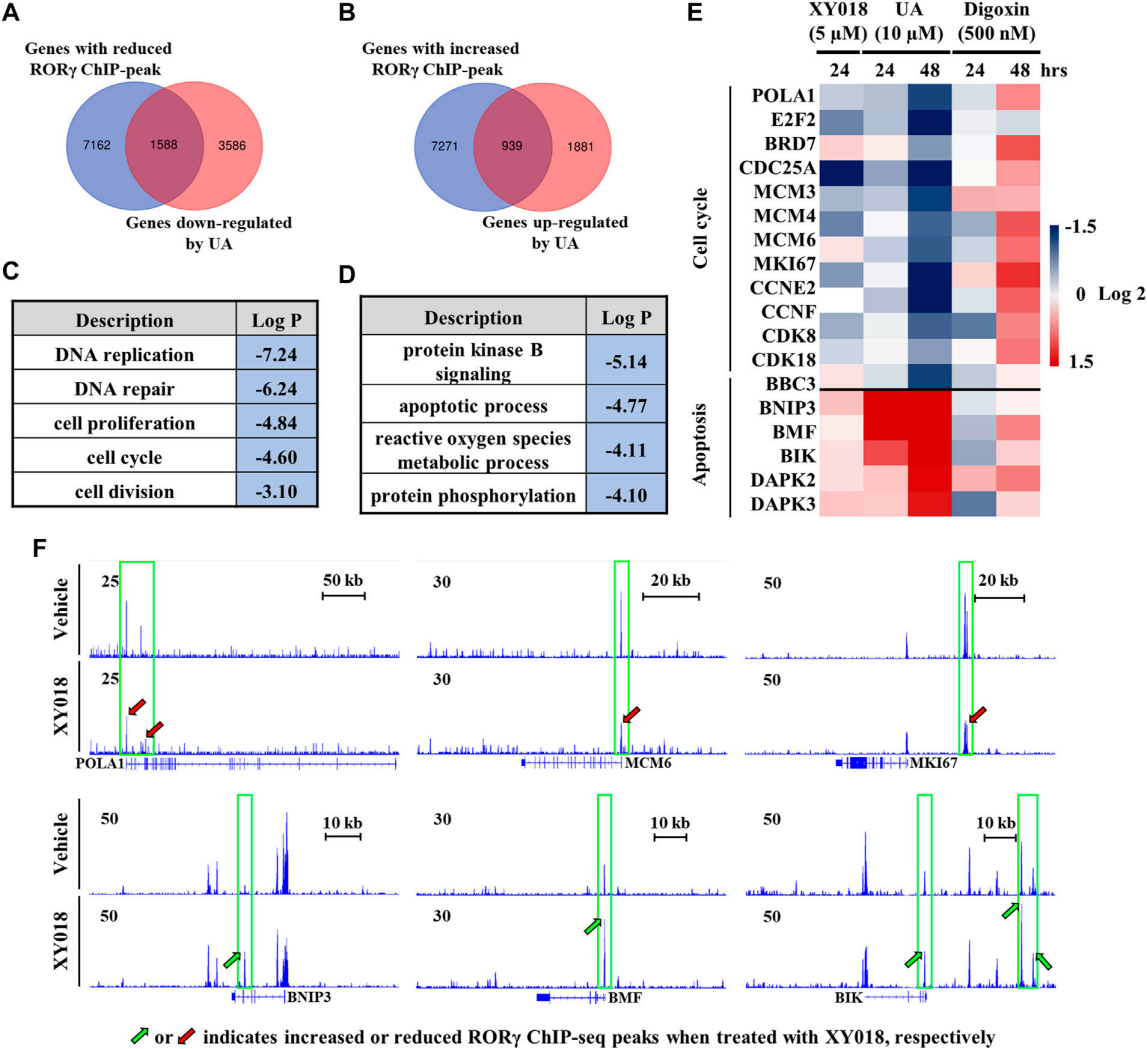
Expression of RORγ-controlled cell cycle and apoptosis genes was altered by UA but not digoxin in TNBC cells. (**A, B)** Venn diagram of number of genes with altered RORγ ChIP-peaks overlapped with genes altered by UA treatment. (**C, D)** Gene ontology analysis of genes with both reduced **(C)** or increased **(D)** expression and RORγ ChIP-peaks as shown in (**A)** or **(B, E)**. Heat map display of fold changes (in log 2) of RORγ direct target cell cycle and apoptosis gene mRNA in HCC70 cells analyzed by RNA-seq (UA) or qPCR (XY018 and digoxin) at indicated condition. **(F)**. ChIP-seq signal visualization of RORγ at representative cell cycle and apoptosis genes in HCC70 cells treated with 2.5 µM of XY018 or vehicle for 24 h.

### 3.6 UA not digoxin suppresses RORγ-mediated cholesterol biosynthesis gene program

Our previous study demonstrated that RORγ directly controls cholesterol biosynthesis gene expression in TNBC cells (Cai et al., 2019). To further validate that UA but not digoxin targets RORγ-mediated signaling in TNBC, we analyzed the effects of UA and digoxin on cholesterol biosynthesis gene expression in HCC70 cells. Our RNA-seq and qRT-PCR analysis showed that UA treatment downregulated the expression of the majority of cholesterol-biosynthesis genes including those of the rate-limiting or key enzymes such as HMGCS1, HMGCR, MVK and SQLE. In contrast, digoxin upregulated their expression (Figure 6A). Indeed, GSEA showed that cholesterol-biosynthesis gene programs were significantly disrupted by UA treatment after 24 h of treatment (Figure 6B). 

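At 5 µM UA and 24 h, the condition Figure 6A shows, most genes of cholesterol biosynthesis were slightly lower than the vehicle in HCC70 cells. HMGCS1 (ENSG00000112972, chromosome 5, 43287470 to 43313512), the synthase that makes HMG-CoA, went from 19.1 to 16.4 FPKM (log2 ratio −0.21). MVK (ENSG00000110921, chromosome 12, 109573255 to 109598125), the mevalonate kinase gene, went from 11 to 9.00 (−0.28), and SQLE (ENSG00000104549, chromosome 8, 124998497 to 125022283), the squalene epoxidase gene, from 71.5 to 53.5 (−0.42), the lowest of the group. Of the 21 genes of the figure 19 were lower and 2 higher, MVD (0.042) and PMVK (0.11), with a median of −0.19. None of the 21 differed from the vehicle by 1.5-fold. The vehicle moved them by 0.12 between 24 and 48 h, with 16 higher. The direction held at this dose and time only: with 10 µM at 24 h, 20 of the 21 genes were above the vehicle.

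**Figure D4:**
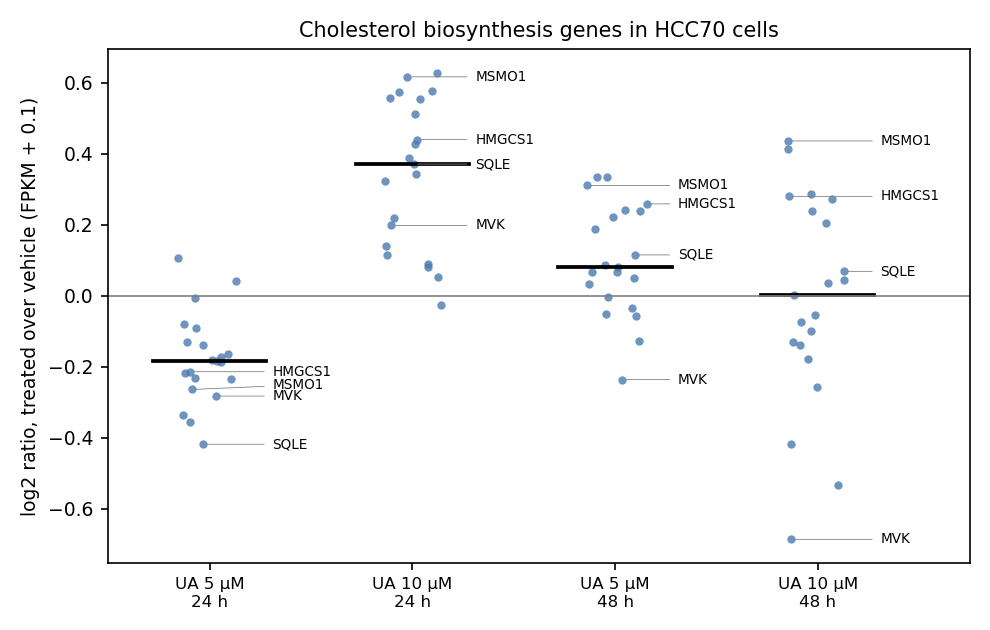
Log2 ratios of UA over vehicle for the 21 cholesterol biosynthesis genes in HCC70 cells, 1 dot per gene, at each dose and time. Black bars are medians; at 10 µM and 48 h the median is near 0 and lies above it when ratios are centred on the median of all genes.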

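The cholesterol biosynthesis genes lay toward the lower end of all HCC70 genes ranked by log2 ratio at 5 µM UA and 24 h. Their enrichment ratio was −2.08, and the median of the 21 genes was below those of all matched random lists, 95% of which lay from −0.027 to 0.14. At 10 µM and 24 h the ratio was 2.09, and at 48 h it was 1.45 at 5 µM and 0.73 at 10 µM. Of 9 sterol-responsive genes outside the pathway enzymes 6 were lower at 5 µM and 24 h (median −0.13), and INSIG1, whose protein holds back sterol synthesis, was level with the vehicle (−0.0040). From the lower cholesterol biosynthesis genes together with the RORγ reporter assay and the ChIP-seq and expression data on cell cycle and apoptosis genes, the paper proposes that the effect of UA in TNBC runs at least in part through inhibition of RORγ-mediated signaling.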

Western blotting analysis also confirmed that protein expression of some of the key cholesterol-biosynthesis enzymes such as HMGCS1, HMGCR and SQLE were potently inhibited by UA treatment while remained unchanged when treated with digoxin (Figure 6C). Together with the other data in this study (Figures 2, 5), these results strongly suggest that the anti-tumor effects of UA but not digoxin in TNBC is at least partially through its inhibition of RORγ-mediated signaling.

**FIGURE 6:**
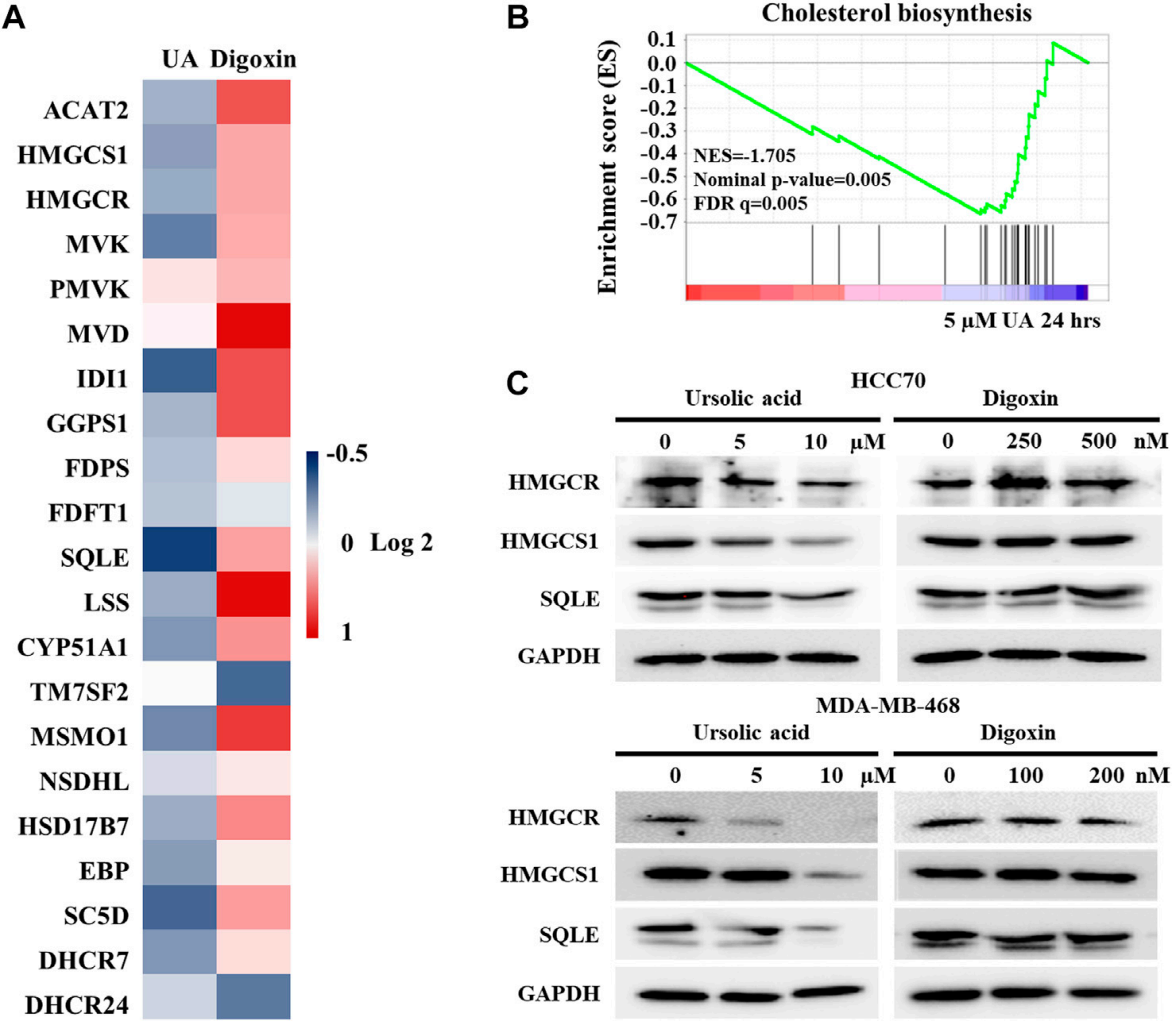
Expressions of cholesterol biosynthesis genes were altered by ursolic acid in TNBC cells. **(A)**. Heat map display of fold changes (in log 2) in mRNA expression of 21 cholesterol-biosynthesis genes in HCC70 cells treated by 5 µM UA (RNA-seq) or 250 nM digoxin (qPCR) for 24 h. **(B)**. GSEA of genes involved in cholesterol-biosynthesis pathway in HCC70 cell treated with 5 µM UA for 24 h. NES, normalized enrichment score. FDR, false-discovery rate. **(C)**. Immunoblotting of HMGCR, HMGCS1, SQLE and GAPDH in HCC70 and MDA-MB-468 cells treated with UA or digoxin at indicated concentration for 48 h. Representative blots, n = 3.

## 4 Discussion

Digoxin, also known as digitalis, is prescribed to treat heart conditions. Its well-known mechanism of action (MOA) is its inhibition of Na^+^/K^+^ ATPase in the myocardium (Ren et al., 2021). Recent studies also demonstrated that digoxin can modulate several cellular signaling pathways including NF-κB (Wang et al., 2017) or EGFR-STAT3 signaling (Lin et al., 2015). In an early search for RORγ ligands, digoxin was claimed as a natural RORγt inverse agonist/antagonist in Th17 immune cells (Huh et al., 2011). Several later studies also showed that 5–10 µM of digoxin can suppress RORγt-mediated Th17 differentiation and IL-17 production (Fujita-Sato et al., 2011; Xiao et al., 2014; Lee et al., 2015). However, results from our study using cancer cell models do not support the conclusion that digoxin, at concentrations that are comparable to its use as an anti-cancer agent, can act as RORγ antagonist. We demonstrated in PCa cells that, at sub-micromolar concentrations, digoxin has modest but significant activating effects on the expression of RORγ direct target gene AR and AR signaling genes. Likewise, in TNBC cells, the expression of cell cycle and cholesterol biosynthesis gene programs that are directly activated by RORγ are also induced by digoxin treatment. These results strongly argue against the notion that digoxin can act as an RORγ antagonist in cancer cells. In fact, our finding is consistent with a recent study showing that digoxin can act as an RORγ agonist and induce RORγt-dependent transcription at sub-micromolar concentrations in the cells examined (Karaś et al., 2019). However, considering that digoxin can target Na^+^/K^+^ ATPase (Ren et al., 2021) and regulate other pathways (Lin et al., 2015; Wang et al., 2017), further studies are needed to determine whether any of the effects of digoxin in the cancer cells is through RORγ or other pathways.

Unlike digoxin, in this study we found that UA strongly inhibits the expression of AR, a direct target of RORγ in PCa cells. In our RNA-seq analysis, we revealed that UA can inhibit the expression of AR signaling genes that are positively regulated by AR (Asangani et al., 2014), consistent with our previous finding that RORγ stimulates the AR signaling gene program. In addition, we found that the strong anti-proliferation effect of UA can be observed only in AR-positive PCa cells but not AR-negative cells. These data together strongly suggested that the effects by UA treatment on AR expression and signaling is likely through its inhibition of RORγ function in the PCa cells. Several studies showed that UA can inhibit cancer cell and tumor growth by interfering with cell cycle, proliferation, apoptosis, inflammation, angiogenesis, and metastasis (Iqbal et al., 2018; Kornel et al., 2022; Zafar et al., 2022). However, there has been no evidence showing that UA can affect AR expression and/or AR signaling, which is the key driver of PCa development and progression. Of note, inhibition of AR by UA can be observed as low as 10 µM of UA, while the effects by UA on the other processes were reported at much higher concentration (20–50 µM) of UA (Zhang et al., 2010a; Shanmugam et al., 2011a; Shanmugam et al., 2011b; Li et al., 2022). Thus, it is possible that in PCa cells, disruption of AR signaling through inhibition of RORγ is the primary MOA of UA.

UA has been shown to display anti-growth effects in cells of different cancers, including prostate cancer, breast cancer, lung cancer, colorectal cancer, and pancreatic cancer (Khwaza et al., 2020; Zafar et al., 2022). However, the direct target of UA in cancer cells remains unclear. Our study here demonstrated in PCa and TNBC cells that UA inhibits the expression of gene programs such as AR signaling and cholesterol biosynthesis that are directly controlled by RORγ. Our integrated analysis of ChIP-seq and ATAC-seq data also revealed that gene programs affected by UA correlate closely with the ones directly controlled by RORγ in the cancer cells. Together, these results strongly support the conclusion that in the cancer cells, UA can act as an antagonist to RORγ. Although previous studies showed that UA can act as RORγt inhibitor in immune cells such as Th17 cells (Xu et al., 2011; Baek et al., 2014), our study here provides for the first-time evidence that UA displays RORγ antagonism activity in cancer cells. Similar to UA, recent studies identified additional natural compounds such as elaiophylin (Zheng et al., 2020) and N-hydroxyapiosporamide (Chen et al., 2022) as RORγ antagonists. Despite their structural differences, these natural compounds share similar inhibitory effects on the gene programs controlled by RORγ in the cancer cells and tumors. Given that natural agents often possess effects on multiple cellular and molecular targets, it is critical that thorough investigations are performed to better understand their MOA in order to further develop them for effective clinical use.

## Data Availability

The raw data generated in the study has been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/), under accession number GSE230039.

# Supplementary material for: Natural compounds ursolic acid and digoxin exhibit inhibitory activities to cancer cells in RORγ-dependent and -independent manner
**Source:** Front Pharmacol. 2023 Apr 26;14:1146741. doi: 10.3389/fphar.2023.1146741
**Supplement:** Supplementary file 1

**Supplementary Table S1.**

# Supplementary material for: Natural compounds ursolic acid and digoxin exhibit inhibitory activities to cancer cells in RORγ-dependent and -independent manner
**Source:** Front Pharmacol. 2023 Apr 26;14:1146741. doi: 10.3389/fphar.2023.1146741
**Supplement:** Supplementary file 2

**Supplementary Table S2.**

| Antibody | Vendor | Catalog number |
| --- | --- | --- |
| AR | Santa Cruz | SC-7305 |
| AR-V7 | Cell signaling | 68492 |
| Cleaved-Caspase 3 | Cell signaling | 9664 |
| Cleaved-Caspase 7 | Cell signaling | 9491 |
| C-MYC | Santa Cruz | SC-40 |
| Cyclin A | Santa Cruz | SC-271682 |
| Cyclin D1 | Santa Cruz | SC-8396 |
| Cyclin E | Santa Cruz | SC-247 |
| HMGCR | Santa Cruz | SC-271595 |
| HMGCS1 | Santa Cruz | SC-166763 |
| RORγ | Invitrogen | 14-6988-82 |
| SQLE | Santa Cruz | SC-271651 |
| GAPDH | Cell signaling | 2118 |

How the deposited data were processed for this re-analysis (not part of the article)

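RNA-seq values of 14 libraries were analysed: 8 of C4-2B cells (vehicle and 10 µM UA, and vehicle and 100 nM digoxin, at 24 and 48 h) and 6 of HCC70 cells (vehicle, 5 and 10 µM UA at 24 and 48 h). Every condition has 1 library. According to the methods and the processing notes of the files, the authors aligned reads to hg38 with BWA and Bowtie and estimated FPKM with Cufflinks, whose versions are not given, and the paper's GSEA ranked genes by limma fold changes. The files hold these FPKM values to 2 decimals. Read totals are not given. The steps of low values times gene length put the depth at about 13900000 to 16100000 fragments per library, each above the best score of 20 shuffles of the lengths. This is a rough estimate, since only 27.4 to 33% of these values lay within 0.1 of a whole fragment (20% if spread evenly), so whole counts were not recovered and no interval for counting error is given. No file of the digoxin series names its unit. In those files the low values multiplied by gene length fall on steps as in the UA-series files, which was checked against shuffled lengths, and this goes with FPKM.

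Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Entries of a symbol were summed, which concerned 88 Ensembl IDs beyond the first of their symbol. Genes that the digoxin-series files do not list were left out of the digoxin comparisons and of comparisons between the series (8957 IDs are in the UA-series files only and 125 in the digoxin-series files only). A gene entered a comparison when its FPKM was above 1 in either library, and the fold change is on the scale of log2(FPKM + 0.1). There were 8 comparisons of a treated library with the vehicle of its line, series and time, 5 comparisons among vehicles, and direct comparisons of 10 with 5 µM. Without replicates no test was made, apart from a limma fit (version 3.58.1, R) in the part on other settings. Genes past 2-fold were counted, and for 40 gene lists the median log2 ratio was set beside 10000 random lists of equal size drawn within 20 bins of mean expression. Such percentiles describe these libraries and are not p-values. For the androgen-induced genes, the wider androgen response and the cholesterol biosynthesis genes a weighted running-sum score (weight 1) was divided by the mean of random scores with the same sign. Correlations were computed only between comparisons that share no library. Gene positions are those of GENCODE v44 on hg38, the build the authors name.

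The comparisons, gene lists, random lists, thresholds, alternatives and the rule for naming genes were set before the data were examined, but after the paper's figures had been seen. Besides every gene the paper names, the rule takes for each treatment the 10 genes with the largest and the 10 with the smallest log2 ratio at 48 h among those above 5 FPKM in either 48 h library and changed by 2-fold in the same direction at both times, and the members of a list with the largest changes or that are best known. At 5 µM UA in HCC70 cells this gave 1 gene, NPIPA7, which belongs to a family of near-identical copies. Genes such as readthrough transcripts, copies of multicopy families and small nucleolar RNAs, whose FPKM is uncertain, were left undescribed. Alternatives were pseudocounts of 1 and 0.01, no filter and a filter above 5 FPKM, log2 ratios centred on the median or on a trimmed mean (30% trimmed at each end, genes above 5 FPKM in both libraries), the highest entry of a symbol, thresholds of 1.5- and 3-fold, the mean of a list, unmatched random lists, weight 0, the wider androgen response list and the vehicle of the other series. Counting and list summaries were tested on simulated data with planted changes: in each comparison 99 to 100 of 100 planted 4-fold changes and 80 to 88 of 100 planted 2.5-fold changes were recovered, 114 to 231 unchanged genes were called, and 94 to 100 of 100 planted lists of 21 genes shifted by −0.3 were found. The planting of repeated lists was added after a first single planted list in the HCC70 comparison of 10 µM at 48 h had not stood out. Smaller shifts, such as those of the androgen-induced genes with UA, were not planted, and unshifted lists were not drawn repeatedly. The simulated noise was independent between genes. It was also quieter than the vehicles of 48 over 24 h, which differ by time too and had 299, 542 and 411 genes past 2-fold. Libraries were checked for copies, and at most 0.374% of values were identical in any pair. ChIP-seq, blots, qPCR and viability data were not part of the files used.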

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

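The lists and their tests were planned, while the ratios against the vehicle of the other series were run for these lists after the results were seen. Each result below is a list of genes outside those the paper discusses for the line whose median log2 ratio lies beyond nearly all matched random lists (in their lowest or highest 0.5%) with the same sign at 24 and 48 h, and further from 0 than between the vehicles of 48 and 24 h. A further planned rule took lists with all UA medians of 1 line at least 0.3 above 0 and all of the other at least 0.3 below. No list met it, and differences between the lines were not tested otherwise. Values are medians at 24 and 48 h, with the vehicle comparison in brackets.

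With UA, targets of the integrated stress response, in which ATF4 and DDIT3 (CHOP) switch on genes for amino acid supply and cell death, were higher in C4-2B cells (0.64 and 0.57, all 23 genes at both times, vehicle 0.25, but −0.54 at 48 h against the digoxin-series vehicle), in HCC70 cells at 10 µM (1.2 and 1.97, all 24 at both times, vehicle −0.15) and at 5 µM (0.28 and 0.78). At 24 h the median in C4-2B cells stayed above 0 against the digoxin-series vehicle too. The 48 h library of that vehicle was itself high for these genes, as described in the last part below. In C4-2B cells ATF3 rose from 5.65 to 32.3 FPKM at 24 h and from 7.93 to 37.5 at 48 h, and DDIT3 from 13.7 to 53 and from 16.3 to 58.4. In HCC70 cells at 10 µM the log2 ratio of DDIT3 was 1.82 and 3.25. NRF2 targets, which answer oxidative stress, were higher with UA in C4-2B cells (0.30 and 0.46, 16 of 19 and 21 of 21 genes, vehicle −0.026), with HMOX1 at 66.4 FPKM against 17.0 at 24 h. NF-kB targets were higher with UA in C4-2B cells (0.32 and 0.44, 10 of 13 and 12 of 14, vehicle 0.055) and with 10 µM in HCC70 cells (0.84 and 1.77, 16 of 17 at both times, vehicle −0.66), where CCL20 rose from 0.26 to 36.6 FPKM at 48 h. Of these lists AKR1C1 and CXCL8, which are abundant in HCC70 cells, were at 3.42 and 2.99 FPKM in the C4-2B UA library of 48 h. Prostate luminal markers were lower with UA in C4-2B cells (−0.19 and −0.25, 9 and 10 of 12, vehicle −0.036, but 0.20 at 24 h against the digoxin-series vehicle), and so were DNA replication and S phase genes (−0.17 and −0.17, 48 and 39 of 48 genes, vehicle −0.14).

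In HCC70 cells at 10 µM UA, hypoxia and glycolysis genes were higher (0.61 and 1.62, 21 and 24 of 24, vehicle 0.060), with the glucose transporter gene SLC2A1 at 1.26 and 2.82. Immediate early genes were higher in these libraries (0.63 and 1.68, 14 and 18 of 19, vehicle −0.36). So were genes of the calcium and ion response (0.92 and 1.74, 9 and 8 of 10). SREBP2 targets other than the pathway enzymes were higher too (0.67 and 0.89, 7 of 9 at both times, vehicle 0.19). With digoxin in C4-2B cells, p53 targets were higher (0.60 and 0.43, 20 of 23 at both times, vehicle 0.36), with CDKN1A rising from 24.4 to 77.0 FPKM at 24 h and from 26.7 to 95.3 at 48 h. Immediate early genes were also higher with digoxin (0.64 and 0.45, 11 of 13 and 11 of 15, vehicle 0.34). Against the UA-series vehicle they were at −0.091 at 24 h. Genes of the calcium and ion response were higher as well (0.88 and 0.64, 7 of 7 and 6 of 9, vehicle 0.26). These lists share members, among them FOS, EGR1 and ATF3, so they are not separate results in either line. Against the UA-series vehicle the calcium and ion response was at 0.35 at 24 h and 0.62 at 48 h.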

How the results depend on the processing

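All alternatives here were planned except the comparison of digoxin at 48 h with the digoxin-series vehicle of 24 h, the subtraction of an HCC70 trace and a limma fit, which were chosen after the results were seen, and the vehicle of the other series was planned but run for single genes and for lists other than the androgen-induced genes after the results were seen. No paired analysis was possible on replicate numbers because there is 1 library per condition, and for the same reason leaving out a replicate could not be run. A limma fit of treatment with time as a block lets 24 and 48 h stand in for replicates, so that a response that differs between the times counts as spread. With 1 residual degree of freedom in each C4-2B series and 2 in HCC70 cells it called, at an adjusted p below 0.05, 4 genes higher and 1 lower with UA and 494 higher and 139 lower with digoxin in C4-2B cells, 2 higher and 0 lower at 10 µM in HCC70 cells and none at 5 µM (lowest adjusted p 0.329). FPKM without read totals leaves the counting error of low values open. A value without a test is called moved when it shifted by more than 0.1 on the log2 scale, and a count when it left a 1.5-fold range. An enrichment ratio moved when it left a 1.5-fold range or changed sign from below 1 in size. Reversed is a change of sign from at least 0.1 for a list median, 1 for an enrichment ratio and 1.5-fold for a gene. For each value that moved or reversed below, the cause was not tested, except that counts past a fold threshold or a filter change by construction. Counting each value once per alternative, 35 of 185 list medians at the paper's claims moved and 1 reversed, 280 of 2134 other list medians moved and 21 reversed, and 652 of 5580 log2 ratios of named genes moved and 0 reversed under the 7 settings run for all of them. The 0 for named genes was nearly fixed in advance and says little about them. Neither a filter nor a pseudocount can change the sign of a gene's ratio, and centring shifts all genes of a comparison alike. Against the vehicle of the other series, run later for genes named in C4-2B cells, 337 of 424 ratios moved and 38 reversed, and 168 had the opposite sign. Of 105 shares of higher genes among those past 2-fold 18 moved, as did 4 of 22 percentiles, 12 of 72 enrichment ratios (1 more reversed), 4 of 70 correlations and 68 of 130 counts. Among these 12 the ratio of androgen-induced genes with digoxin changed sign at 24 h (−0.75 to 0.52 without a filter and 0.97 with the wider list). At 48 h it changed sign too (0.999 to −0.81 with a filter above 5 FPKM and −1.38 with the UA-series vehicle). List medians not reported in the text (prostate lists in HCC70 cells, and 10 over 5 µM for lists outside the paper's claims and the SREBP2 targets) were set apart after a first tally had been seen, and of these 662 values 157 moved and 10 reversed. A pseudocount of 0.01 and the highest entry per symbol moved no count, correlation, enrichment ratio or list median at a claim.

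Counts of genes past 2-fold, higher and lower together, are given in the order C4-2B UA 24 h, digoxin 24 h, UA 48 h, digoxin 48 h; HCC70 5 µM 24 h, 10 µM 24 h, 5 µM 48 h, 10 µM 48 h; vehicles of 48 over 24 h of the UA series, the digoxin series and HCC70; digoxin-series over UA-series vehicle at 24 and 48 h; 10 over 5 µM at 24 and 48 h. They were 96, 214, 129, 302, 80, 185, 105 (10 µM at 48 h stayed in range), 102, 214, 153, 635, 1281, 180 and 977 with a pseudocount of 1; 1552, 1698, 1657, 2046, 1236, 1517, 1315, 3838, 1571, 1750, 1506, 2564, 3358, 1508 and 2933 without a filter; and 76, 199, 88, 270, 46, 155, 82, 1473, 53, 165, 147, 628, 1374, 157 and 923 with a filter above 5 FPKM. For the 8 treatments and the 2 dose comparisons they were 865, 2012, 984, 2509, 710, 1577, 1018, 4940, 1526 and 3861 at 1.5-fold, and 99, 149, 141, 212, 88, 140, 85, 912, 138 and 496 at 3-fold. Against the vehicle of the other series the C4-2B counts were 1423, 1810, 1651 and 1974.

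With a pseudocount of 1 the Figure 5E cell cycle median was −1.04 at 10 µM and 48 h and −0.89 for 10 over 5 µM at 48 h, and the apoptosis median was 1.49 at 10 µM and 48 h and 0.75 and 1.27 for 10 over 5 µM at 24 and 48 h. Without a filter the enrichment ratio of androgen-induced genes with digoxin at 24 h was 0.52, correlations of 24 with 48 h were 0.26 for digoxin and 0.39 for HCC70 10 µM, and that of 5 µM at 48 h with 10 µM at 24 h was 0.19 (from 0.37); androgen-repressed genes with digoxin at 48 h reversed to −0.14 and fibroblast markers with UA in C4-2B cells at 48 h to −0.072. With a filter above 5 FPKM, at 10 µM and 24 h the cell cycle median was −0.16 and the apoptosis median 0.46 (0.42 for 10 over 5 µM), the enrichment ratio with digoxin at 48 h was −0.81 and the correlation of 5 µM at 48 h with 10 µM at 24 h 0.47. Reversed medians under this filter were LXR targets (−0.58) and p53 targets (0.81) at 10 µM and 48 h in HCC70 cells, and in C4-2B cells with UA interferon-stimulated genes at 24 h (0.041, and 0.37 with digoxin at 24 h) and basal breast markers at 48 h (−0.24).

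Centred on the median of all genes, androgen-induced genes with digoxin at 24 h were at −0.085 and the wider list at −0.014, the cell cycle median was −0.99 at 10 µM and 48 h and −0.16 and −0.90 for 10 over 5 µM, the apoptosis median 1.90, and 0.99 and 1.57 for 10 over 5 µM, and the cholesterol median at 10 µM and 48 h 0.21, and 0.61 and 0.073 for 10 over 5 µM. At 10 µM and 48 h p53 targets reversed to 0.077, heat shock genes to 0.053 and housekeeping genes to 0.050. With the trimmed mean the digoxin 24 h values were −0.10 and −0.033 (keratin and EMT genes reversed to −0.016), the cell cycle median −1.08 at 10 µM and 48 h and −0.16 for 10 over 5 µM at 24 h, the apoptosis median 1.81 and 0.99, and the cholesterol median 0.12 and 0.61. With the mean in place of the median the apoptosis genes were at 0.18, 1.10, 0.71 and 2.41 (5 and 10 µM at 24 h, then at 48 h) and at 1.71 for 10 over 5 µM at 48 h. Reversed under the mean in HCC70 cells were PPAR alpha targets at 48 h (0.072 at 5 µM, 0.47 at 10 µM), the Figure 4 proliferation genes (−0.057) and p53 targets (0.55) at 10 µM and 48 h, and replication-dependent histones at 5 µM and 24 h (0.029).

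With weight 0 the enrichment ratio of androgen-induced genes with UA at 24 h was −3.01, and those of cholesterol genes were −3.35, 3.32, 2.21 and 1.79 (5 and 10 µM at 24 h, then at 48 h). The wider androgen response list moved the medians with UA to −0.066 and −0.10 and the enrichment ratios at 24 h to −0.98 with UA and 0.97 with digoxin. Against the vehicle of the other series, androgen-induced genes with UA at 24 h reversed to a median of 0.042 and an enrichment ratio of 0.93, and were at −0.099 and −0.70 at 48 h; with digoxin they were at −0.34 and −1.71 at 24 h and had a ratio of −1.38 at 48 h. Integrated stress response genes reversed to −0.54 with UA and 0.80 with digoxin at 48 h. Of 140 medians of the other lists in C4-2B cells under this vehicle, tallied apart, 83 moved and 27 reversed, among them prostate luminal markers with UA at 24 h (0.20) and with digoxin at 24 h immediate early genes (−0.091) and sodium pump subunits (−0.22). With the digoxin-series vehicle of 24 h, digoxin at 48 h gave 0.19 for androgen-induced genes and 0.99 for integrated stress response genes.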

Differences from the paper's values

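The 4 added fold thresholds in this part were tried only after the counts were seen, and all other settings were planned. The enrichment ratio of the signature of Fig. 3A with digoxin at 24 h is about 1.2 in the paper's Fig. 3A, read by eye, and −0.75 here, where the list is the androgen-induced genes and not the paper's signature. Of the alternatives set before the data were examined, only the wider androgen response list (0.97) lies within 1.5-fold of the paper's value. A pseudocount of 1 (−0.91) or 0.01 (−0.70), no filter (0.52), a filter above 5 FPKM (−1.12), centring (−0.97), the trimmed mean (−1.0), the highest entry per symbol (−0.75), weight 0 (−0.85) and the UA-series vehicle (−1.71) do not. At 48 h the paper's value is about 1.6 in Fig. 3A, read by eye, against 1.00 here. A pseudocount of 1 (1.08) and the wider list (1.3) come within 1.5-fold of it, while a pseudocount of 0.01 (0.97), no filter (0.81), a filter above 5 FPKM (−0.81), centring (1.02), the trimmed mean (0.95), the highest entry (1.00), weight 0 (0.83) and the UA-series vehicle (−1.38) do not.

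The paper's circles hold about 5200 genes lower with UA in Fig. 5A and about 2800 higher in Fig. 5B, read by eye, against 1580 lower and 807 higher here at 2-fold with 10 µM at 48 h. The paper states no fold threshold, dose or time for these counts. None of the alternatives set before the data were examined comes within 1.5-fold of either count, and 1.5-fold gives 3330 lower and 1610 higher. With 4 thresholds from 1.2- to 1.4-fold, chosen after seeing the values, the counts are 5512, 5063, 4628 and 3921 lower and 2937, 2644, 2386 and 1928 higher, all within 1.5-fold of the paper's. Which of the paper's genes these hold cannot be said, since it does not list them.

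The paper states that KLK3 was inhibited by digoxin as well as by UA, and here KLK3 was 0.37 with digoxin at 24 h and −0.13 at 48 h, while KLK2 was lower at both times. It states that FKBP5 rose with digoxin, and here FKBP5 was −0.13 at 24 h and 0.40 at 48 h.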

Other observations

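Tests of explanations in this part were all chosen after the results were seen, and the gene lists were planned. Many genes outside androgen response, cell cycle and cholesterol synthesis differed from the vehicle with UA or digoxin. In C4-2B cells the genes with the largest rise with UA at both times include LAMP3, a lysosomal membrane protein gene (log2 ratios 3.77 at 24 h and 4.19 at 48 h), DIO3, which inactivates thyroid hormone (3.62 and 4.43), GPNMB (1.67 and 2.29), NOS3 (1.98 and 2.04), SERPINA3 (1.12 and 1.93) and BACE2 (1.01 and 1.65), while the phospholipase gene PLA2G2A was lower (−1.19 and −1.02, but 2.38 and 1.72 against the digoxin-series vehicle). With digoxin, which blocks the sodium pump, the genes with the largest rise at both times include the actin gene ACTA2 (0.88 to 3.05 FPKM at 24 h and 0.76 to 8.61 at 48 h), the keratin gene KRT80 (2.82 and 2.63), SPARC (1.22 and 2.56) and 2 genes that were not higher against the UA-series vehicle at 24 h, MYL9 (1.54 and 2.51, there −1.01 and 0.032) and EPAS1 (1.44 and 2.14, there −0.42 and −0.25). The translation initiation factor gene EIF5 fell from 334 to 51.0 FPKM at 24 h and from 292 to 99.4 at 48 h, and CIP2A, an inhibitor of protein phosphatase 2A, was lower (−1.09 and −1.14). Against the UA-series vehicle at 24 h ACTA2 was at 0.24 (1.68 against its own) and CIP2A at −0.38, while KRT80 was at 1.87 and EIF5 at −3.18. Of 6 expressed subunit genes of the sodium pump 5 were higher with digoxin at 24 h (median 0.33, but −0.22 against the UA-series vehicle) and 4 at 48 h (0.52), with ATP1B1 at 1.09 and 0.60. Heat shock genes were lower with digoxin at 24 h (−0.69; 11 of 13) and not at 48 h (0.039).

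In HCC70 cells the genes with the largest rise at 10 µM UA include the cytokine genes CCL20 (3.73 at 24 h and 6.67 at 48 h), IL36G (2.98 and 6.89), IL1A (2.32 and 5.79) and LIF (1.84 and 4.74). Unfolded protein response genes were higher at 48 h (median 0.53; 18 of 20) and interferon-stimulated genes lower (−0.81; 17 of 19). Genes higher by 2-fold with UA in both lines at 24 h numbered 28 (1.29 by chance), among them ATF3, CHAC1, DDIT3, TRIB3, GDF15 and SLC7A11, and 50 at 48 h (6.75 by chance). A trace of HCC70 RNA in the C4-2B library, weighed below, would add to the second number. After subtracting a share of the mean of all HCC70 libraries it was 42 (5.48 by chance), without S100A7, PI3 and SPRR2D. If the trace came from a UA-treated library, genes that UA raises in HCC70 cells, such as CXCL8, are subtracted too little. The 42 therefore cannot show how much of the overlap a trace would explain. All genes together had a Pearson r of 0.14 and 0.16. In C4-2B cells UA and digoxin, each against its own vehicle, had r of 0.11 at 24 h and −0.045 at 48 h.

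The 21 cholesterol genes lay on opposite sides of the vehicle at 5 µM (−0.19) and 10 µM UA (0.37) after 24 h in HCC70 cells. Scaling is argued against, because after centring on the median or the trimmed mean of all genes the value nearest 0 was −0.24 (5 µM) and 10 µM stayed at 0.44. An exchange of the 2 labels is argued against because the 10 µM library at 24 h resembles 10 µM at 48 h more than the 5 µM library does (Pearson r 0.58 and 0.079, a difference of 0.51). A sterol response that differs with dose may be a candidate explanation of the difference between doses, found and tested on the same libraries: other SREBP2 targets were also higher at 10 than at 5 µM (0.80), with INSIG1 at 1.16 over the vehicle at 10 µM. Whether the vehicle library of 24 h is out of place stays open, since the ratios share it and the vehicle of 48 h, 0.12 above it for these genes, differs by time as well, while 10 over 5 µM gave 0.48 at 24 h and −0.051 at 48 h.

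Basal breast markers had a median of 1.08 in the C4-2B UA library of 48 h and −0.13 at 24 h, and under a filter above 5 FPKM the 48 h value was −0.24. A trace of HCC70 RNA in that library may explain this: of 57 genes abundant in HCC70 (above 100 FPKM) and under 0.5 FPKM in the digoxin-series C4-2B vehicles, 89.5% were higher than the vehicle (51 genes, 45 of them among the 51 outside the marker list), against 20 at 24 h. Across the 57 genes the excess in FPKM was larger for those more abundant in HCC70 (Spearman rho 0.47), and KRT17, at 573 FPKM in the HCC70 vehicle of 48 h, went from 0.14 to 3.89. A response of C4-2B cells was tested at 24 h, where the markers were not higher (−0.13), and it does not by itself predict that HCC70 genes outside the marker list rise, but a response that starts after 24 h stays open, as the share fell just short of the bound set for a trace and there is 1 library. Subtracting 0.170% of the HCC70 mean left 194 genes higher and 138 lower, in a test chosen with the others.

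Integrated stress response genes were above the vehicle with digoxin at 24 h (0.84) and below it at 48 h (−0.40). A fall was not seen between the treated libraries: digoxin at 48 h over digoxin at 24 h gave 0.026 (14 genes higher and 9 lower). The spread of this median over resampled genes was 0.066. The bound first written, any value above 0, left the value undecided given that spread. That bound was replaced after the value was seen, because the explanation needs the genes to fall by about the change it explains. The value lies above such a fall by more than the spread over genes. That spread comes from 1 pair of libraries and holds no variation between libraries, so a fall in the treated cells is not excluded. A 48 h digoxin-series vehicle that stands apart may be a candidate explanation, since over the UA-series vehicle the same digoxin library gave 0.80 and the digoxin-series vehicle rose by 1.35 between 24 and 48 h. Why that vehicle differs was not tested.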
